A study of Mus musculus with 9 samples. Its data were reported in "Gut insulin action protects from hepatocarcinogenesis in diabetic mice comorbid with nonalcoholic steatohepatitis" (2023).

How the data were processed

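Total RNA from the liver of male mice aged 20 weeks was hybridised to 1-colour Agilent mouse expression arrays with Cy3 label, with 1 array per mouse. There were 9 arrays in 3 groups of 3. STAM mice are a model of fatty liver disease that goes on to liver cancer, made by giving newborn mice streptozotocin, which destroys the insulin-secreting cells of the pancreas, and then a high-fat diet. STAM-NON mice were not treated with insulin, STAM-INS mice were treated with insulin, and Normal mice served as controls. Groups and replicate numbers were taken from the sample labels.

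The files deposited by the authors hold the scanner output of Feature Extraction 11.5.1.1, which gives the intensity of each spot on a linear scale after background subtraction (the processed signal), the median intensity of the spot and of its local background, and flags. Per the file headers, these values were not normalised between arrays. The array design was built on the mouse assembly mm9. The study's methods name no normalisation and no test for the arrays, so the settings usual for such files were used. Each array held 59305 non-control spots of 55681 distinct probes. No spot was saturated. Spots with an outlier flag were left out (161 to 217 flagged spots per array), as were control spots, and spots of 1 probe were averaged. The files carry no gene names. Accessions of probes were matched, without their versions, to a RefSeq table of the assembly GRCm38.p6, which named 27656 of the 55681 probes and gave 20972 symbols. That table was used for names only, since its build differs from that of the array, and gene coordinates are not given here. The table uses Arntl for the gene also known as Bmal1.

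Values are log2 of the processed signal minus the 75th percentile of the same array, written below as centred log2 signal. A value of 0 is therefore the level of the 75th percentile spot, and levels of different probes are not compared. A probe was tested if at least 0.5 of its spots were well above background, by the flag of Feature Extraction, on all 3 arrays of at least 1 group. This left 26278 probes. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no trend, not robust, two-sided), fitted to all 9 arrays so that the 3 groups shared 1 estimate of the spread with 6 residual degrees of freedom. Differences are given as the group named in front minus the group named after it. Adjusted p-values are from limma with the Benjamini-Hochberg method over the 26278 probes, and the threshold was 0.05. For a probe not well above background on any array of a group, a bound is given, and where only some arrays of a group measured a probe their number is given. It sets the mean of the brighter group against the dimmer group's mean of, per array, the higher of the lowest detected signal and the probe's own signal.

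Gene sets were written before the data were examined. They cover cell division, targets of Hif-1α with glycolysis (the Warburg genes), fibrosis, inflammation, macrophages, lipid droplets and uptake, lipogenesis, cholesterol synthesis, PPARα targets with fatty acid oxidation, bile acids, genes that insulin represses, interferon, the circadian clock, male-biased and female-biased liver genes, fetal and tumour markers, hepatocyte identity, and markers of pancreas, adipose tissue, erythroid cells and lymphocytes. The 21 sets were tested with camera at a preset correlation between genes of 0.01, on 1 probe per gene (the one with the highest mean), with adjustment over the 63 tests of 21 sets and 3 comparisons. Camera with an estimated correlation and fry were run beside it. A list of 24 genes that the study measured or named was also fixed beforehand. A set score per mouse is the mean over its genes of the difference from the Normal mean. Scores were compared with a two-sided exact permutation test, which with 3 mice against 3 cannot give a p below 0.1.

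Genes are named by a rule fixed beforehand. Among probes past the threshold whose groups did not overlap and that have a proper gene symbol, with 1 probe per gene, the 6 largest rises and 6 largest falls are named for STAM-NON against Normal and for STAM-INS against STAM-NON, bounded probes being ranked by their bound. Genes of the study list are also named, and up to 3 genes of a set past the threshold. Some results for single genes under these rules are not reported here. To ask whether insulin moved the STAM changes back, each STAM-NON array was held out in turn. Probes were selected without it, and the median difference between the STAM-INS mean and the held-out array was taken over those probes. This avoids using the same arrays to select a probe and to show its reversal.

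The same code was tested on simulated data with the real probe means and spreads. Of 200 probes changed by 2 on the log2 scale, it recovered 84.0% for STAM-NON against Normal with 4.0% of calls false, 86.5% for STAM-INS against STAM-NON with 4.42% false, and 85.0% for STAM-INS against Normal with 6.08% false, each time over 26278 probes. A simulated held-out change of -1 came out as -1.00, and one of 0 as -0.01. Alternatives in the filter, background correction, scaling, model, threshold and set test, and leaving out each array, were listed before the data were examined. Added after the data were seen were the percentile taken over probes detected on all 9 arrays, the slide row as a block, and the normexp background correction on the median spot signal, in place of the mean signal for which it was planned. Lists of p53 target genes and of clock genes by phase were written after some of their genes had been seen. Those genes are kept apart in the p53 set tests and in the sign test of the clock genes. The other clock tests also use genes seen before.

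Precision is limited by the number of arrays. Between 27411 and 38563 non-control spots per array were well above background. The 6 STAM arrays lay on 1 slide with 1 scan, and the 3 Normal arrays on a second slide with a scan of its own. Slide and group cannot be told apart for any comparison with Normal, whereas STAM-INS and STAM-NON share slide and scan. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.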

Results

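Liver gene expression was measured on 9 arrays, from 3 STAM-NON, 3 STAM-INS and 3 Normal mice at 20 weeks of age. The share of non-control spots well above background was 56.7% ± 7.98 in STAM-NON, 54.2% ± 9.42 in STAM-INS and 48.8% ± 2.44 in Normal (SD, n = 3 each). Across tested probes, arrays of 1 group correlated with r between 0.979 and 0.981 in STAM-NON, between 0.986 and 0.989 in STAM-INS and between 0.989 and 0.991 in Normal. Genes are not independent replicates, so these values describe the arrays only. The median SD of a probe was 0.23 in STAM-NON, 0.18 in STAM-INS and 0.16 in Normal on the log2 scale. The principal component with the largest share held 48.3% of the variance.

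The STAM-NON and Normal groups were compared to see which transcripts differ in the untreated disease model. In this comparison, 4220 of 26278 probes passed the threshold, of which 1655 were higher and 2565 lower in STAM-NON. All Normal arrays lay on another slide than the STAM arrays, so these differences hold slide and group together. The median over all tested probes was -0.13, which shifts with the scaling, to 0.17 with arrays centred on spike-ins and to -0.29 with arrays centred on the median. Directions are relative to this shift. The split of calls depended on it. It was 2689 higher against 457 lower when arrays were centred on the E1A spike-in controls, 2147 against 984 with the percentile taken over probes detected on all arrays, 1487 against 1579 with quantile normalisation and 1313 against 3387 after normexp background correction. Among calls over 2-fold, 1148 were higher and 493 lower. The alternative that moved the count most was the slide row as a block, with 15 calls. All STAM-NON arrays lay in row 1 and all Normal arrays in row 2, so that row and group are separated there only through the STAM-INS arrays. With no filter on dim probes the count was 250, and without Normal replicate 3 it was 940.

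By the naming rule, the largest rises in STAM-NON were in Cidea, Ly6d, Cdkn1a, Lcn2, Sdcbp2 and Gldn. Ly6d had a centred log2 signal of 4.95 ± 0.82 in STAM-NON and -1.21 ± 0.46 in Normal (SD, n = 3 each), a difference of 6.17 (SE 0.58, limma adjusted p 0.00264). Cdkn1a was higher by 4.99 (SE 0.35, limma adjusted p 0.00127), and its other tested probe by 2.94. Cidea was higher by 6.53 and Lcn2 by 4.85, with limma adjusted p of 0.0110 and 0.0163. Cidea and Sdcbp2 were well above background on only 1 of the 3 Normal arrays each. Sdcbp2 was higher by 4.58, with a limma adjusted p of 0.0452. Gldn was not well above background on any Normal array and was at least 18.9-fold higher in STAM-NON. The largest falls were in Hsd3b5, Clec2h, Cyp26a1, Adgrf1, Dct and Nat8. Nat8 fell by 3.33, from 5.02 ± 0.26 in Normal to 1.69 ± 0.45 in STAM-NON (SD, n = 3 each; limma adjusted p 0.00264). Cyp26a1 fell by 4.49, Clec2h fell by 4.87, Adgrf1 fell by 3.57 and Dct fell by 3.42. Hsd3b5 fell by 8.31 with an SD of 4.04 in STAM-NON, where 2 of the 3 arrays were well above background. Cdkn1a was past the threshold under all 25 alternatives run for it. Sdcbp2 lost the threshold under 15 of 23, Clec2h under 9 of 23 and Hsd3b5 under 7 of 23. Lcn2 lost it under 4 of 24, Dct under 4 of 25, Adgrf1 under 3 of 24 and Cidea under 2 of 23. Gldn lost it under 1 of 23, and Ly6d, Cyp26a1 and Nat8 under 1 of 24 each.

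Cell division and the Hif-1α or Warburg genes were the pathways that the study drew from enrichment analyses of these arrays. The tests of these 2 sets between STAM-NON and Normal are therefore not independent evidence for them. The cell division set (36 genes) had a median difference of 1.15 between STAM-NON and Normal, with 32 of 36 genes higher (camera adjusted p 1.24e-06). Its largest changes were in Ccnb1 (2.28), Plk1 (2.16) and Mki67 (2.06). Of these Ccnb1 passed narrowly, while Plk1 and Mki67 did not, with limma adjusted p of 0.0573 and 0.0801, and 6 of the 36 genes passed. The Hif-1α and Warburg set (32 genes) had a median difference of 0.72, with 24 of 32 genes higher (camera adjusted p 1.99e-05). Large changes in it were in Slc16a3 (2.75) and Pkm (1.98). Neither set passed under fry, with adjusted p of 0.251 and 0.174, or under camera with an estimated correlation, with 0.512 for both. The estimated correlation between genes was 0.63 and 0.37 in these sets, above the preset 0.01. Camera p-values at the preset are therefore likely too small. The score of the cell division set was 1.02 ± 0.61 in STAM-NON against an SD of 0.08 around 0 in Normal, with no overlap (n = 3 each; exact permutation p 0.1, the smallest this design can give). The score of the Hif-1α and Warburg set was 0.82 ± 0.45 in STAM-NON (SD, n = 3; exact permutation p 0.1).

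Of the 21 sets, 15 passed by camera in STAM-NON against Normal. Of these, 7 passed under fry as well, namely fetal and tumour markers (median 2.41), inflammation (1.15), macrophage markers (1.08), fibrosis (1.01) and interferon (0.82), which were higher, and hepatocyte identity (-0.32) and bile acid handling (-0.58), which were lower. None of the 63 tests passed under camera with an estimated correlation. Male-biased liver genes had a median of -1.45 with 0 of 22 genes higher, and female-biased liver genes a median of 1.02. Both passed by camera alone. For the PPARα and fatty acid oxidation set the median was -0.32 and the mean 0.10, so they differed in sign, and it did not pass (camera adjusted p 0.958). Median and mean also differed in sign for the pancreas markers. Lipid droplets and uptake (0.32), lipogenesis (0.42), cholesterol synthesis (0.52) and lymphocyte markers (0.51) were higher by camera alone. The sets of genes that insulin represses (0.09), of the circadian clock (-0.18), and of pancreas (-0.06), adipose (0.85) and erythroid (1.15) markers did not pass by camera.

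**Figure D1:**
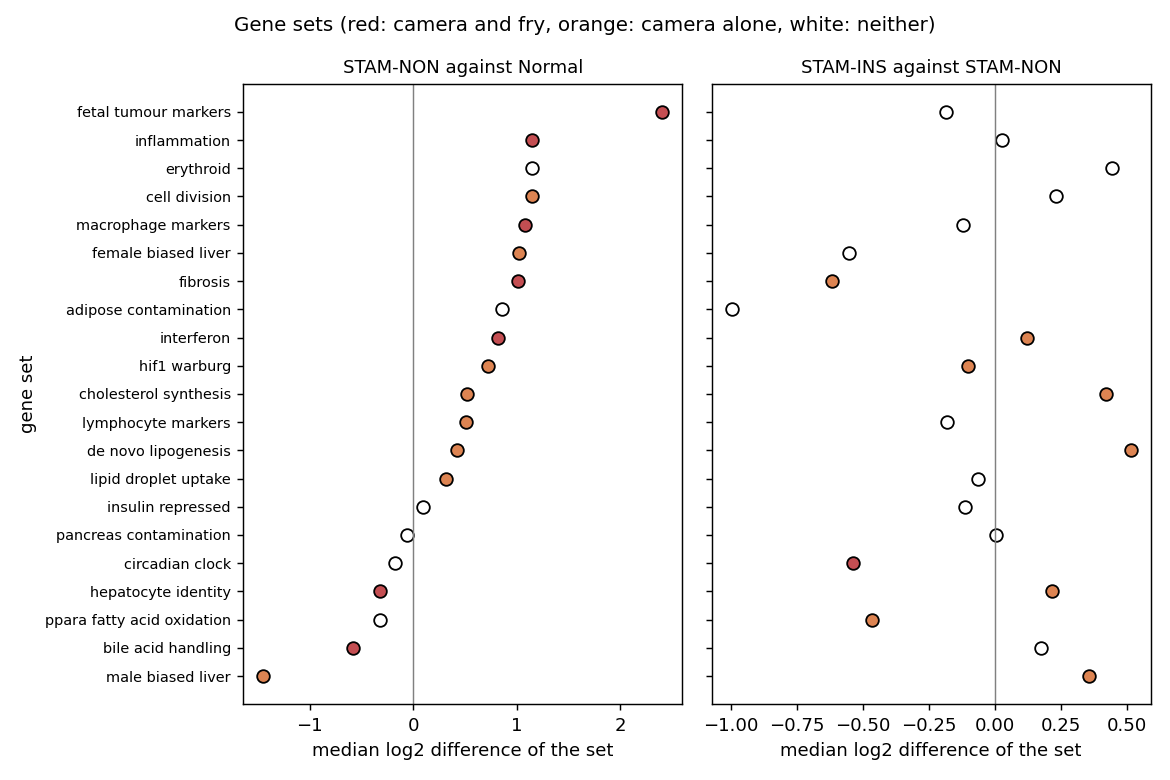
Median log2 difference of the genes of each of 21 sets (y axis) for STAM-NON against Normal and for STAM-INS against STAM-NON (x axes, log2 units, with different ranges). Red points passed camera and fry, orange points camera alone and white points neither, and the circadian clock set at -0.54 is the red point of the insulin comparison.

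STAM-INS was compared with STAM-NON to see what insulin treatment changed in the liver. Of 26278 probes, 24 passed the threshold, 3 higher and 21 lower in STAM-INS. At an unadjusted p under 0.05 there were 2308 probes, against 1314 expected by chance. After normexp correction 17 passed, 5 higher and 12 lower. The alternative that moved the count most was another pair of thresholds, an unadjusted p under 0.1 with over 2-fold change, with 219 probes higher and 297 lower. Without STAM-NON replicate 3 the count was 105, and without STAM-INS replicate 3 it was 10. There were 12 probes with a gene symbol, and 6 of them belonged to 5 genes of the circadian clock set.

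By the naming rule, the rises were in Arntl, Clpx and Hacl1. Arntl had a centred log2 signal of 1.09 ± 0.23 in STAM-INS and -1.60 ± 0.35 in STAM-NON (SD, n = 3 each), a difference of 2.69 (SE 0.27, limma adjusted p 0.0162). Clpx rose by 1.39 and Hacl1 by 0.84, with limma adjusted p of 0.00328 and 0.0466. The falls were in Ciart, Per3, Usp2, Dbp, Wee1 and Rnf208. Ciart was not well above background on any STAM-INS array and was at least 6.82-fold lower than in STAM-NON. Rnf208 was at least 2.59-fold lower in the same sense. Per3 fell by 3.22 and was well above background on 1 of the 3 STAM-INS arrays. Dbp fell by 2.82 (SE 0.31, limma adjusted p 0.0210), and its other tested probe fell by 3.09. Usp2 fell by 2.88 and Wee1 fell by 2.19. Of these named genes, Wee1 was past the threshold under all 24 alternatives run for it. Ciart lost the threshold under 1 of 23, Clpx under 5 of 24, Arntl under 8 of 24, Per3 under 11 of 23, Dbp under 11 of 25, Usp2 under 15 of 24, Rnf208 under 16 of 23 and Hacl1 under 20 of 24.

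**Figure D2:**
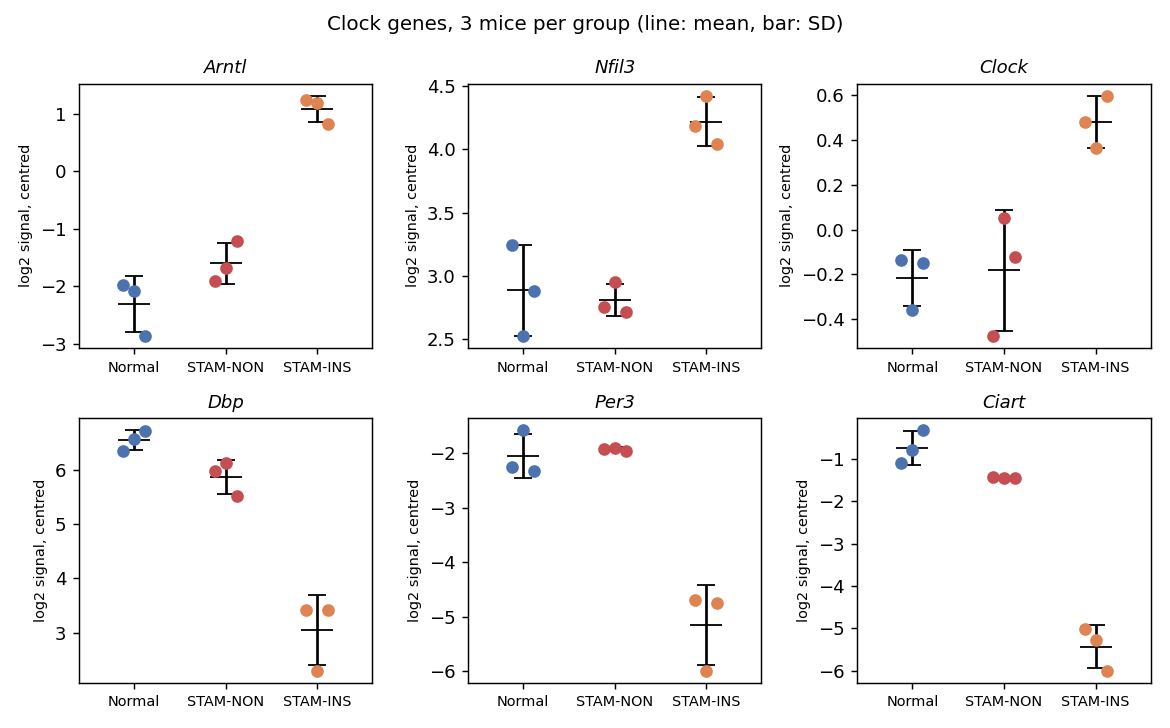
Centred log2 signal (y axis, with a range of its own per gene) of 6 clock genes in each mouse of the 3 groups (x axis), with points for mice, lines for means and bars for SD. In every panel the 3 STAM-INS mice lie outside the range of the other 6 mice.

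Between STAM-INS and STAM-NON, 9 of 21 sets passed by camera. Only the circadian clock set passed under fry too, with a median of -0.54 (camera adjusted p 1.82e-06, fry adjusted p 0.00202, 4 of 16 genes higher). Fibrosis (-0.61), PPARα and fatty acid oxidation (-0.46) and the Hif-1α and Warburg set (-0.10) were lower. Lipogenesis (0.51), cholesterol synthesis (0.42), male-biased liver genes (0.36), hepatocyte identity (0.21) and interferon (0.12) were higher, the last at -0.028 beside a median over all genes of -0.12 with spike-in centring. In fibrosis the largest falls were in Ccn2 (-1.81), Thbs2 (-1.14) and Col1a1 (-0.91), and no single one passed. The cell division set did not differ between STAM-INS and STAM-NON, with a median of 0.23 (camera adjusted p 0.544). Its score was 1.23 ± 0.82 in STAM-INS and 1.02 ± 0.61 in STAM-NON (SD, n = 3 each; exact permutation p 0.8). Leaving out single arrays gave camera calls both ways. The set passed as lower without STAM-INS replicate 2 (-0.19, camera adjusted p 0.000522), and as higher without STAM-INS replicate 3 (0.69, 2.27e-05) and without STAM-NON replicate 1 (0.44, 0.00879). Over all its alternatives the adjusted p lay between 2.27e-05 and 0.957. For the Hif-1α and Warburg set the exact permutation p was 0.5 with n = 3 each, and its camera call (adjusted p 0.0407) turned on single arrays, with a median of 0.048 without STAM-INS replicate 1. For fibrosis the exact permutation p was 0.2 (n = 3 each). The set of genes that insulin represses had a median of -0.11 and did not pass (camera adjusted p 0.190). The inflammation set had a median of 0.03 and did not pass either. The number of set calls was not separable from that of other groupings of the same arrays. Adjusted within the comparison, 8 sets passed by camera for the real groups, and 9 of the 10 splits of the 6 STAM arrays, the real one included, gave as many. This count does not test single sets. The score of the circadian clock set was -0.98 ± 0.08 in STAM-INS and -0.21 ± 0.10 in STAM-NON, with no overlap (SD, n = 3 each; exact permutation p 0.1, the smallest this design can give).

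**Figure D3:**
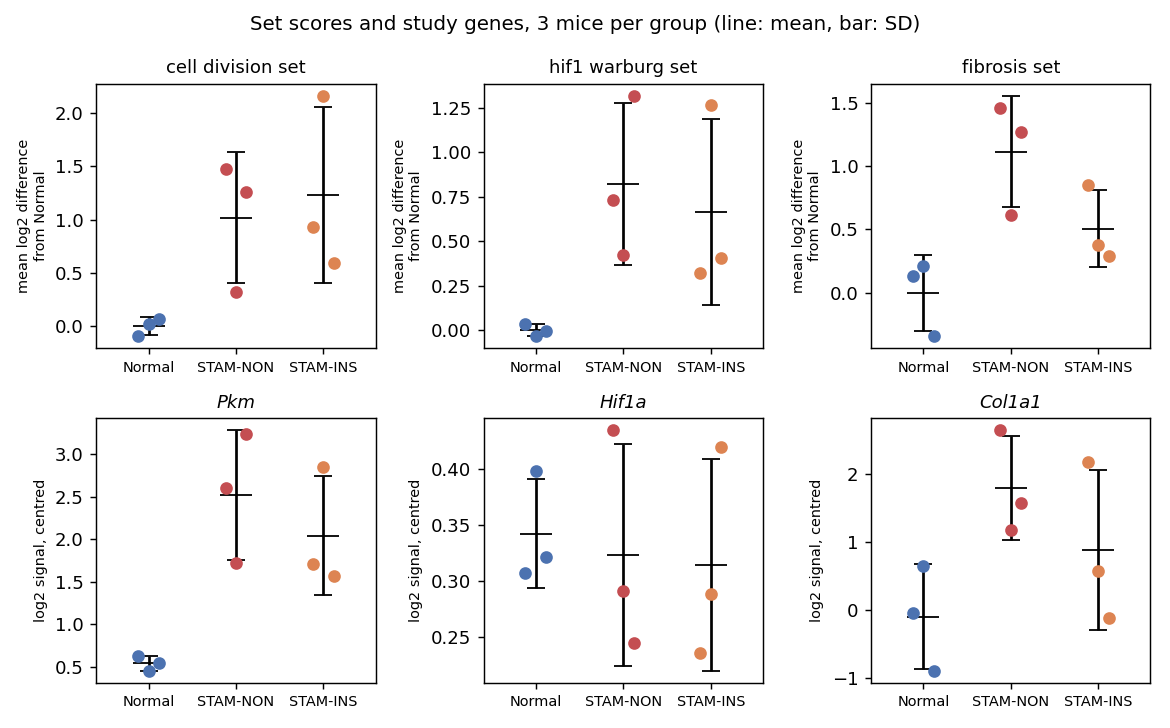
Scores of 3 gene sets (upper row, mean log2 difference from Normal) and centred log2 signal of 3 study genes (lower row) in each mouse of the 3 groups (x axis), with points for mice, lines for means and bars for SD. Cell division scores average 1.02 in STAM-NON and 1.23 in STAM-INS, and Hif1a differs by -0.02 between STAM-NON and Normal.

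The held-out comparison asked whether probes changed in STAM-NON moved back under insulin. Over probes raised in STAM-NON the change under insulin was -0.11 ± 0.28 (SD over the 3 held-out arrays), beside 0.03 over all tested probes. With STAM-NON replicate 1 held out it was -0.35, with replicate 2 it was 0.20 and with replicate 3 it was -0.19. Over probes lowered in STAM-NON it was 0.00 ± 0.10. Both were within the spread between arrays. Of 20 relabellings of the 6 STAM arrays, 6 gave a change of the raised probes as low. The effects of the comparisons STAM-NON against Normal and STAM-INS against STAM-NON correlated across probes with r of -0.33. As they share the STAM-NON arrays, simulated groups without any difference gave -0.50, and simulated STAM groups with no effect of insulin gave -0.21. Of 20 labellings, 8 gave a correlation as low as the observed one.

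STAM-INS was also compared with Normal, to see what remained of the STAM difference with insulin. Here 3647 probes passed, 1355 higher and 2292 lower, and the median over all probes was -0.09. The split was 1475 higher against 712 lower with spike-in centring and 1719 against 1241 with the percentile over detected probes. Without STAM-INS replicate 2 the count was 1038. Of the 4220 probes called in STAM-NON against Normal, 2401 were called here too, and 2399 of these in the same direction. Of the 4220 probes, 99.1% had the same sign in both comparisons. Both share the Normal arrays, which alone raises such a value, and in simulated groups without any difference the 4220 probes with the lowest p had the same sign in 83.3% (81.6% to 85.1% over 100 runs). The simulation held no slide effect. All STAM arrays lay on another slide than the Normal arrays, and a slide difference would enter both comparisons alike. The shared calls and signs therefore cannot tell a lasting STAM difference from slide. By camera 13 sets passed, and 7 of them under fry as well. The cell division set had a median of 1.35 (camera adjusted p 1.53e-07, fry adjusted p 0.206).

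**Figure D4:**
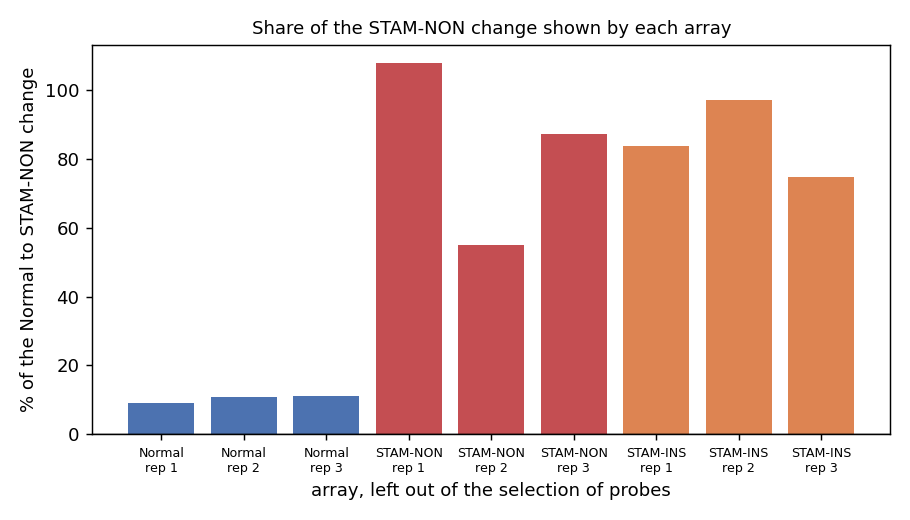
Share of the Normal to STAM-NON change (y axis, %) in each of the 9 arrays (x axis), over probes selected with that array left out. Normal arrays lie between 8.97% and 11.1%, STAM-NON replicate 2 at 54.9% and the other STAM arrays between 74.7% and 108%.

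Of the 24 genes of the study list, 22 were tested. In STAM-NON against Normal, 8 passed over all probes and 16 passed adjusted over the list alone, 11 of them higher and 5 lower. In STAM-INS against STAM-NON, 0 passed either way by limma, 4 had an unadjusted p under 0.05, and the lowest p adjusted over the list alone was 0.213. In STAM-INS against Normal, 5 and 9 passed. Over the 3 comparisons, the 13 calls over all probes, 9 higher and 4 lower, fell to 0 without Normal replicate 1. Calls were 10 higher and 0 lower with quantile normalisation, and 12 higher and 0 lower both with spike-in centring and with the percentile over detected probes. The study came to the Hif-1α genes from an analysis of these arrays, so counts adjusted over the list alone are not independent evidence for them. Pkm was 2.52 ± 0.76 in STAM-NON, 2.04 ± 0.70 in STAM-INS and 0.54 ± 0.09 in Normal (SD, n = 3 each). It was higher by 1.98 in STAM-NON than in Normal (limma adjusted p 0.0231), and its fall under insulin of -0.48 was within the spread (limma adjusted p 0.791). Hif1a did not differ between STAM-NON and Normal, at -0.02 (limma adjusted p 0.911), and centring on spike-ins gave 0.29 beside a median over all tested probes of 0.17.

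In STAM-NON against Normal, Afp (3.10), Ccl2 (1.65), Cd36 (1.38) and Igf1r (0.83) were also higher over all probes, and Cyp7b1 (-2.01), Cyp27a1 (-1.08) and Igf1 (-0.64) lower. The 3 lower genes did not pass under those 3 scalings, though each stayed below 0. Those passing over the list alone included Cidec (2.83), Col1a1 (1.89), Col1a2 (1.32), Fasn (1.29), Cyp8b1 (1.17), Insr (-0.33) and Slc27a2 (-0.57). Acaca, Il1b, Plin2, Plin3 and Cyp7a1 did not pass, with differences of 0.58, 0.20, 0.26, 0.17 and 0.02. Tnf and Il6 were not tested. They were well above background on 2 of the 3 STAM-NON arrays and on 0 of the 3 Normal arrays. Under insulin, the 4 genes with an unadjusted p under 0.05 were Igf1r (-0.71), Cidec (-1.99), Fasn (1.17) and Cyp27a1 (0.71). Of the 3 other tested probes of Igf1, 1 did not pass in STAM-NON against Normal.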

Values the study reported

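The study reported cell division (Log P = −14) and regulation of the mitotic cell cycle (Log P = −6.5) among the terms enriched in genes that were upregulated in the STAM liver.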

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

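The test of ERCC spots was chosen after the pattern was seen, and the test of non-control spots at a fixed signal before. ERCC probes match synthetic control RNAs and no mouse transcript, and no comparison of the report uses them. They were well above background for 8.91% of 2772 spots on STAM-NON replicate 1, 15.5% on STAM-NON replicate 3 and 18.1% on STAM-INS replicate 1. The highest share on a Normal array was 6.60%. These were found because signal in unused control spots exceeded the level of the Normal arrays.

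The same 3 arrays had the most non-control spots well above background, 35176, 37436 and 38563, against at most 30281 on the others. If a lower scatter of the negative controls moves the detection flag, arrays would be closer at 1 fixed signal. The highest count over the lowest was 1.41 by the flag and 1.14 above a fixed signal, so that most of the difference went away. A shift of the flag itself would give this, but does not account for all of it. The same 3 arrays still had the most spots above the fixed signal, 31169, 32466 and 31466, against at most 30340. These signals were not scaled between arrays, so the brightness of a whole array enters this count. The same 3 arrays also had the highest 75th percentile signals, 300.0, 287.4 and 269.2, against at most 254.5. The SD of the negative controls was 2.44 on STAM-NON replicate 1 and lower, at 2.28, on Normal replicate 3, which had fewer flagged spots. Scatter alone therefore does not order these arrays. The ERCC shares cannot test for brighter non-specific signal, since they are what was noticed and they use the same flag. Above the fixed signal lay 4.65% of ERCC spots on STAM-NON replicate 1, 4.94% on STAM-INS replicate 1 and 6.89% on STAM-NON replicate 3, against 4.73% to 6.82% on the other 6 arrays. Brighter non-specific signal on each of the 3 arrays would have put all of them above the others, which was not seen, and for STAM-NON replicate 3 it stays open. A biological explanation was not tested. The filter on dim probes uses this flag, and its effect is given with the alternatives.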

How the results depend on the processing

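The percentile over detected probes, the slide row as a block and the normexp correction on the median signal were chosen after the data were seen, and the other alternatives before. The planned slide block was not run, because all Normal arrays lie on a slide of their own. Where no cause is given below, the cause was not tested.

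For STAM-NON against Normal, 4220 probes changed. The count was 250 with no filter on dim probes, 1125 with probes well above background on at least 1 array, 2180 with only the 2 groups compared, 2402 with 1 probe per gene, 2488 at an unadjusted p under 0.1 and over 2-fold, 1641 at an adjusted p under 0.05 and over 2-fold, 7533 at an adjusted p under 0.1 and 15 with the slide row block. For STAM-INS against STAM-NON, with 24 changed, the corresponding counts were 7, 9, 8, 9 and 516, and 13 with the slide row block. It was 6 for probes well above background on all 9 arrays and 6 with the floor at the lowest detected signal. For STAM-INS against Normal, with 3647 changed, they were 572 with no filter, 1281 with at least 1 array, 2187 centred on E1A spike-ins, 6540 with array weights, 1826 with 1 probe per gene, 2394, 1502 and 6369 at the 3 other thresholds, and 2157 with the slide row block. Fewer or more probes tested, or another threshold, enter these counts by construction. In all other cases the cause was not tested.

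Replicate numbers did not pair the samples. Deviations of arrays with the same number correlated with r between -0.29 and 0.15 across probes. With the replicate block, 2016 probes changed for STAM-NON against Normal, 6 for STAM-INS against STAM-NON and 1872 for STAM-INS against Normal, and 5 calls of study genes were made.

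Of 66 tests of study genes over the 3 comparisons, 13 passed over all probes. The number was 0 with no filter, 1 with at least 1 array, 20 with normexp, 20 with eBayes with trend and robust, 21 with array weights and 4 with the slide row block. The cause was not tested. Of 63 gene set tests 37 passed. The tests weigh the correlation between genes differently. Camera at the preset takes 0.01, while the estimated correlation was 0.029 (circadian clock) to 0.89 (erythroid markers). It was 0.63 for the cell division set and 0.37 for the Hif-1α and Warburg set. With fry 15 passed and with camera with estimated correlation 0 did. Both left the median of the cell division set at 1.15 and that of the Hif-1α and Warburg set at 0.72 for STAM-NON against Normal, and at -0.10 for the latter for STAM-INS against STAM-NON, none of them past the threshold.

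For STAM-INS against STAM-NON, the Hif-1α and Warburg set lost the threshold at -0.071 with probes well above background on all 9 arrays, -0.25 centred on E1A spike-ins and -0.15 with the percentile over detected probes. With the slide row block it kept the threshold and its fall was larger, at -0.36 (camera adjusted p 4.38e-05). The cell division set was 0.084 and past the threshold with E1A spike-ins, and -0.061 with the slide row block. Centring on spike-ins or another percentile adds 1 constant per array, and moved the median over all genes from 0.029 to -0.12 with E1A spike-ins and to -0.015 with detected probes, so that set medians shifted by construction. Why the calls changed, and the cause under the other 2 settings, was not tested. The held-out change of probes lowered in STAM-NON was -0.12 with E1A spike-ins, where it was -0.12 over all probes as well, and 0.61 with no filter, for which the cause was not tested. Reversals were also seen in other sets. The female-biased liver set was -0.52 for STAM-INS against Normal with all 9 arrays required, the lipid droplet set -0.052 for STAM-INS against Normal centred on the median, where all genes had -0.24, the interferon set -0.028 for STAM-INS against STAM-NON with E1A spike-ins, where all genes had -0.12, and the erythroid set -1.32 for STAM-INS against STAM-NON with the slide row block. The lipid droplet and interferon sets changed sign through this common shift and stayed above all genes. For the other 2 sets the cause was not tested.

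Leaving out each array in turn gave 940 (without Normal replicate 3) to 5817 (without STAM-NON replicate 2) changed probes for STAM-NON against Normal, 10 (without STAM-INS replicate 3) to 105 (without STAM-NON replicate 3) for STAM-INS against STAM-NON, and 1038 (without STAM-INS replicate 2) to 4326 (without STAM-NON replicate 3) for STAM-INS against Normal. The study genes gave 0 (without Normal replicate 1) to 17 calls. The held-out change of raised probes was -0.47 to -0.059 and that of lowered probes -0.10 to 0.11. For STAM-INS against STAM-NON, the cell division set lay between -0.19 (without STAM-INS replicate 2) and 0.69 (without STAM-INS replicate 3), and the Hif-1α and Warburg set between -0.47 (without STAM-INS replicate 2) and 0.048 (without STAM-INS replicate 1). The PPARα and fatty acid oxidation set lay between -0.49 and 0.13 for STAM-NON against Normal and reversed without STAM-NON replicate 3. For STAM-NON against Normal, the cell division set stayed between 0.84 and 1.57 and the Hif-1α and Warburg set between 0.55 and 0.79, both past the threshold by camera each time. The cause was not tested.

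For named genes, the alternatives other than leaving out an array left 1116 values with the same direction and call. Another 141 lost the threshold, 48 passed it, 22 changed sign without a call in either setting and 0 called values changed sign. For the gene set medians, without those of the cell division and Hif-1α sets in the comparisons treated above, the counts in the same order were 801, 75, 40, 21 and 4. Leaving out an array gave 618, 125, 15, 25 and 0 for genes and 458, 22, 27, 23 and 1 for sets.

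Signal over background limits what can be said of dim probes. Of the 55681 probes, 26278 were tested in the main setting and 22812 were well above background on all 9 arrays. With those 22812 probes, 4152 changed for STAM-NON against Normal.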

Other observations

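The tests on clock genes and on p53 target genes were chosen after the results were seen. So were the test of a mislabelled STAM-NON replicate 2 and the count of dim probes by a gap. The others were chosen before. With 3 arrays against 3 there are 10 splits, so chance can never be excluded at a share under 0.1. As many changed probes as in the real groups came from 1 of 10 splits for STAM-NON against Normal, 2 of 10 for STAM-INS against STAM-NON and 1 of 10 for STAM-INS against Normal. For STAM-INS against STAM-NON another split, with STAM-INS replicates 1 and 3 and STAM-NON replicate 2 on 1 side, gave 44 probes against 24. As many gene sets, adjusted within the comparison, came from 1, 9 and 1 of the 10 splits. The highest other split gave 14 sets against 15 for STAM-NON against Normal and 13 against 14 for STAM-INS against Normal. For STAM-INS against STAM-NON it gave 15 against 8. The number of set calls thus hardly sets the real groups apart from mixed ones. As many study genes, adjusted over the list alone, came from 1, 10 and 1. The 10 of the study genes was fixed in advance, since the real groups gave 0 there, and says nothing. Slide cannot be told apart from group for either comparison with Normal.

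Clock genes differed between STAM-INS and STAM-NON. Npas2, Cry1 and Bhlhe41, also on the phase lists, had no tested probe. Over the 12 tested genes of these lists the median absolute difference was 1.41 between STAM-INS and STAM-NON, which share a slide and scan, and 0.47 between STAM-NON and Normal, which do not. This argues against slide or scan, though the 12 genes include those whose shift had been noticed. Among the 5 not noticed before, the insulin difference was the larger for Clock (0.66 against 0.03), Nr1d2 (-1.10 against -0.53) and Per1 (-1.42 against 0.12). It was the smaller for Nr1d1 (-0.35 against -0.63) and Hlf (-0.33 against -0.41). Arntl was higher by at least 2.02 under 5 scalings while Dbp fell under each, from -2.97 to -2.76, which argues against scaling. Each STAM-INS array lay beyond the other 6 arrays in at least 10 of the 12 genes, which argues against a single mislabelled or outlying array. Of the 12 genes, 5 had not been looked at when the shift was noticed, and 5 of 5 moved as their phase predicts (exact sign test p 0.0625, the smallest 5 genes can give), with 3 of them beyond the other 6 arrays on all 3 STAM-INS arrays. Per1 was so only narrowly, at 3.3614 on STAM-INS replicate 2 against 3.3616 on STAM-NON replicate 2. No gene of the 5 passed alone (limma adjusted p 0.169 to 0.867). Clock genes of the same mice are not independent, so the sign test p does not measure a spread between mice. The shared direction leaves a shift of the whole clock in the STAM-INS livers as a hypothesis. The genes of the Dbp phase had a median change of -1.42, which a shifted hour of tissue collection and a shifted clock would both give. These cannot be told apart, since the hour of collection is not analysed here. An effect of insulin or of feeding time stays open and untested.

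STAM-NON replicate 2 lay closer to the Normal arrays than the other STAM-NON arrays did. It showed 54.9% of the change of the other 2 STAM-NON arrays, over probes selected without it, against 108% and 87.2% for replicates 1 and 3. Left-out Normal arrays showed 8.97% to 11.1%, so a mislabelled Normal sample is argued against. Over 5 scalings its share was 49.3% to 55.0%, while the others showed at least 83.4%, so scaling is argued against as well. A milder disease in this mouse may be the reason and was not tested.

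Cdkn1a was among the largest rises in STAM-NON, and 24 measured p53 target genes not noticed before were tested as a set. Their median change was 0.62 between STAM-NON and Normal, with 18 of 24 higher (camera p 8.84e-06, with estimated correlation 0.0328, fry p 0.00254, not adjusted). Of the 24 genes, 1 is in the cell division set. This counts listed genes only, so it cannot exclude cell division as part of the rise. The excess over the median of all genes was at least 0.53 under normexp and quantile normalisation, which argues against scaling. A p53 response in the STAM liver is a candidate explanation, which the slide leaves open. Between STAM-INS and STAM-NON the median was -0.040, with 9 of 24 higher (camera p 0.578). Between STAM-INS and Normal the median was 0.63, with 21 of 24 higher (camera p 1.03e-05, with estimated correlation 0.0337, fry p 0.00218, not adjusted). The set thus stayed above Normal in the treated mice, with the same limit of the slide. Whether insulin lowers some of these genes is not decided, since a median near 0 over genes that go both ways says little.

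Among the 24 probes changed between STAM-INS and STAM-NON, 12 had no gene symbol and 11 were not well above background on any STAM-INS or Normal array. All 11 were higher in STAM-NON than in Normal, a direction that their selection all but fixes. A tested probe dim on both other groups has to be well above background on all 3 STAM-NON arrays. The direction is therefore no evidence of a return to the Normal level. The strongest unnamed probe lies in a region of chromosome 4 from 116790373 to 116797823 (mm9). It was not well above background on any STAM-INS array and was at least 4.62-fold lower there than in STAM-NON (limma adjusted p 3.58e-05). The p uses the STAM-INS values below detection (SD 0.055), whose spread need not be that between mice. The bound is therefore the safer figure. This probe was singled out after its values were seen. Across all probes, 28 were well above background on the 3 STAM-NON arrays alone, and 10 of 81 sets of 3 arrays that mix groups had as many. All 10 hold STAM-INS replicate 1, the array with the most spots well above background, so this count measures the flag and decides nothing. For the 28 probes as a whole, chance detection cannot be told apart from a difference of the STAM-NON livers. By a gap of over 2 log2 units to the other 6 arrays, STAM-NON had 9 such probes, Normal 5 and STAM-INS 0, and 0 of 81 mixed sets had as many, the highest at 4. By a gap of over 1 unit STAM-NON had 15, and 1 of 81 mixed sets had as many, with 31. By a gap of over 3 units STAM-NON had 2, and 1 of 81 had as many. This argues against chance detection as the whole source of the 9 probes. A difference of the STAM-NON livers stays open for them and was not tested.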
